# Single-cell chromatin landscapes of mouse skin development

**DOI:** 10.1038/s41597-022-01839-9

**Published:** 2022-12-02

**Authors:** Fang Li, Tiantian Xu, Jiale Li, Xuxu Hao, Wei Ge, Xin Wang

**Keywords:** Epithelial-mesenchymal transition, Organogenesis

## Abstract

The coat of mammals is produced by hair follicles, and hair follicle is an important and complex accessory organ of skin. As a complex physiological regulation process, hair follicle morphogenesis is regulated by a series of signal pathway factors, involves the interaction of multiple cell types and begins in the early embryonic stage. However, its transcriptional regulatory mechanism is unclear. We have therefore utilized single-cell ATAC sequencing to obtain the chromatin accessibility landscapes of 6,928, 6,961 and 7,374 high-quality cells from the dorsal skins of E13.5, E16.5 and P0 mice (*Mus musculus*), respectively. Based on marker gene activity clustering, we defined 6, 8 and 5 distinct cell types in E13.5, E16.5 and P0 stages, respectively. Furtherly, we integrated the fibroblasts and keratinocytes clusters, performed further analysis and re-clustered. The single cell map of the chromatin open area was drawn from each cell type and the mechanism of cell transcription regulation was explored. Collectively, our data provide a reference for deeply exploring the epigenetic regulation mechanism of mouse hair follicles development.

## Abstract (summary)

**Table:** 

Measurement(s)	Mouse Skin
Technology Type(s)	scATAC-seq (Microfluidics)
Sample Characteristic - Location	China

## Background & Summary

Hair follicle, as one of the skin appendages, is the most tractable model to study appendage development^1^. Hair follicle development involves complex interactions between the epidermis and underlying mesenchyme and is produced from a series of specific sites in the ectoderm and the underlying mesoderm^2^. During hair follicle development, the dynamic morphological changes have been extensively explored^3–5^. The hair follicle development of mice has been histologically categorized into three unique stages: induction (E13.5 - E14.5), organogenesis (E15.5–17.5), and cytodifferentiation (E18.5 onwards) in utero^5^, the molecular and cellular events of those morphological stages have been well characterized. In the induction stage, dermal first signal initiates hair follicle development, placode (Pc) and dermal condensates (DC) structures are gradually formed. In the organogenesis stage, keratinocyte proliferation leads to the formation of hair germ, further down-growth progresses to the peg stage. In cytodifferentiation stage, the most-proximally located keratinocytes begin to enwrap the dermal papilla (DP), followed by the bulbous peg stage and distinct strata of epithelial differentiation within hair follicle become morphologically noticeable^5^. Identifying the internal and external signaling mechanisms of hair follicle morphogenesis are the key for understanding the dynamic epithelial-mesenchymal interactions during the complex tissue development^6^. A multicellular organism comprises diverse cell types which is highly specialized to carry out unique functions^7^. The establishment of different cell lineage for development relies on specific spatiotemporal gene expression programs^8^ and gene regulatory networks (GRNs)^9^. Transcription factors bind to enhancers and promoters to regulate target gene expression, ultimately resulting in a cell type-specific transcriptome^10–12^. Single-cell technologies provide new opportunities to study the mechanisms underlying cell identity. Single cell RNA sequencing (scRNA-seq) was recently adopted for deciphering hair follicle heterogeneity across cell sub-populations, distinguishing fine molecular differences between individual cells, and describing the transcription atlas of mouse skin hair follicle^1,13^.

Single-cell ATAC sequencing (scATAC-seq), serving as a read-out of chromatin accessibility^9^, is a powerful tool to interrogate the epigenetic heterogeneity of cells and reveal cell type-specific transcriptional regulatory network^14^. Recent technical advancements in scATAC-seq have made it possible to simultaneously analyze the open chromatin regions of tens of thousands of cells and list the active DNA regulatory elements profile of the chromatin states such as cis- and trans-regulatory elements^15^. These open chromatin regions play important regulatory roles in distinguishing the cell types from complex organisms^7^. scATAC-seq has an essential role in depicting the trajectories of cell differentiation^15,16^, elucidating the transcriptional regulators of developmental lineages^17^, revealing the complex patterns of gene regulatory relationships for maintaining cellular state and developmental processes^18^.

To systematically investigate the cellular complexity of developing embryonic skin and gain the comprehensive insights into the molecular identity of hair follicle progenitors and niche cells, the nuclei from single-cell suspensions of E13.5, E16.5 and P0 mice dorsal skin were obtained using 10x Genomics Chromium^TM^ Controller &Accessory Kit. Then single-cell libraries were constructed and performed 10x Genomics single-cell ATAC sequencing on a droplet-based commercial platform. The raw data were obtained and subsequent data analysis was processed with Signac^19^. The datasets here provided the single-cell epigenomic profiling of hair follicle cells from the skin at different stages of mouse embryonic development. Our work would provide a suitable reference and basis for future single-cell chromatin studies, enriching the spectrum of cellular heterogeneity with hair follicle development and the dynamic morphological changes, serving as a valuable resource to understand how the system changes during hair follicle morphogenesis.

## Materials and Methods

### Ethics statement

All experimental protocols were approved by the Experimental Animal Manage Committee of Northwest A&F University (2011-31101684).

### Isolation of mononuclear cells from mice skins

The dorsal skin tissues were collected from the pregnant mice on E13.5, E16.5 and postnatal day 0 (P0). Initially, the dissected skins were incubated with TrypLETM Express (TE, 1X) (Gibco) at 37 °C for 30 min, then separated the epidermis and dermis under a stereoscope (Motic). Thereafter, the epidermis was digested with TE for 15 min, while the dermis was digested with 2 mg/mL collagenase type II (Sigma, St Louis, MO, USA) for 15 min. Then the cells were centrifuged and resuspended in phosphate-buffered solution (PBS) containing 0.04% bovine serum albumin (BSA). Eventually, the cell suspensions were filtered through a 40-μm mesh and completed the preparation of single-cell suspension.

### Nuclei isolation and scATAC-seq library preparation

The concentration of cell suspension was counted using a hemocytometer (TC20, Bio-Rad, Hercules, CA, USA) immediately, and the cell membrane was destroyed by surfactant, then the nuclear suspension was prepared. The nuclei concentrations were measured and adjusted to the desired capture number. The single nuclear barcoding and library preparation were performed following the 10x Chromium Single Cell ATAC Library & Gel Bead Kit (16 rxns PN-1000110) and sequenced on the Illumina NovaSeq. 6000 (Illumina, San Diego, CA, US) platform. Finally, 8016, 7714 and 7896 single nuclear samples from E13.5, E16.5 and P0 stages were sequenced, respectively.

### Raw data processing

Preliminary sequencing data was transformed into FASTQ format using Cell Ranger ATAC (version 1.2.0, https://cf.10xgenomics.com/releases/cell-atac/cellranger-atac-1.2.0.tar.gz) by 10x Genomics standard sequencing protocol. Then the FASTQ files were aligned to mouse genome reference sequence mm10 (GRCm38.p6) using cell ranger ATAC count. Subsequently, we applied Cell Ranger for preliminary data analysis and generated a file that contained barcoded BAMs, peaks.bed, fragments tsv.gz, per barcode cell calling etc. Eventually, the output files (pre-process data) were used for the downstream visualization analysis.

### Bioinformatic analysis of scATAC-seq data

#### Quality control (QC) filtering

R (version 3.6.1, https://www.r-project.org/) and Signac R packages (version 1.0.0, https://github.com/timoast/signac/)^20,21^ were used to perform downstream analysis. We identified barcodes representing genuine cells mainly by TSS enrichment score and the number of unique fragments. The filter metrics were determined by referencing the Signac official tutorial and previous studies (https://satijalab.org/signac/)^20^. The criterion was as follows: (1) the peak region fragment was >3000 and <10000 unique fragments; (2) enrichment at transcription start sites (TSS) ≥2; (3) pct reads in peaks ≥15; (4) blacklist ratio ≤0.025; (5) nucleosome signal <10 were filtered. And the outliers for those QC metrics were removed.

#### Normalization and Linear dimensional reduction

After QC, the high quality scATAC-seq datasets were obtained, then were normalized by term frequency-inverse document frequency (TF-IDF) and Seurat function “Run TFIDF”. The dimensionality was reduced from the DNA accessibility assay by latent semantic indexing (LSI), while the first LSI component was usually be removed from downstream analysis for capturing sequencing depth rather than biological variation.

#### Non-linear dimension reduction and clustering

After linear dimensional reduction, the cells were embedded in a low-dimensional space, performed graph-based clustering and non-linear dimension reduction for visualization, and applied the UMAP algorithm to visualize and identify cell clusters by Seurat function of “RunUMAP” and “FindClusters”.

#### Generating a counts matrix and cell-type annotation of scATAC-seq clusters

To define the specific highly expressed gene set of each cluster, we generated a count matrix and calculated the genescore value by the Signac function “GeneActivity ()”. The activity of each gene was quantified by evaluating the chromatin accessibility associated with the gene in the scATAC-seq data. A gene activity matrix was generated from the reads mapped to gene body and promoter (upstream 2 kb from the TSS), and calculated the genescore value of each gene. In order to facilitate cluster annotation, the gene activity of TopFeatures was examined and visualized genescore by “DotPlot”. Finally, the “gene activity” of some typical cell type-specific marker genes were visualized for clustering and cell type assignment of scATAC-seq data.

## Data Records

We present chromatin accessibility landscapes of different cell types of mice skins, as a reference to deeply explore the epigenetic regulation mechanism of cell heterogeneity. Our data set on skins consists of chromatin accessibility landscapes for 6928, 6961 and 7374 high-quality cellular (single nuclear), respectively. According to the developmental characteristics of hair follicles at different stages and gene activity of scATAC-seq, we assigned biological identities to 6, 8 and 5 populations based on the gene activity of known marker genes. Figure 1 provides an overview of laboratory and bioinformatical workflow.

**Fig. 1:**
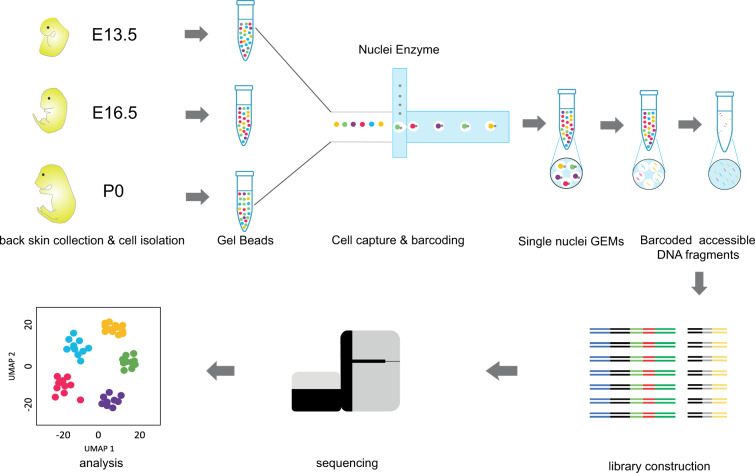
Workflow of mice skin scATAC-seq.

All skin scATAC-seq data have been uploaded to the NCBI Gene expression Omnibus (GEO) database with accession number GSE201213^22^. The raw data of the three samples have been deposited in NCBI Sequence Read Archive (SRA) and are accessible through the accession numbers: SRX14951484^23^, SRX14951485^24^ and SRX14951486^25^.

## Technical Validation

All mice dorsal skins used in this study were freshly collected, dissected and digested into single cells (Methods). 

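Chromatin accessibility was profiled by droplet-based single-cell ATAC-seq, in which a transposase cuts open DNA and tags it for sequencing. Nuclei came from the dorsal skin of C57BL/6 mice, an inbred laboratory strain, at E13.5, E16.5 and P0. Each stage is 1 pooled library, so there are no replicates and no difference between stages has a replicate check. The paper's Methods describe TrypLE, separation of epidermis from dermis and collagenase II for every stage. The sample records instead describe collagenase IV, and at P0 hair follicles picked out with forceps before TrypLE. Under the records, stage and dissection are confounded at P0. The paper mixed 3 individuals per library, and the records give at least 3. The authors processed each library separately with Cell Ranger ATAC 1.2.0 on mm10, and the paper reports median depths of 19906, 27044 and 24006 fragments per cell at E13.5, E16.5 and P0. The deposited lists of cell barcodes and of peak positions were analysed here. They hold no peak heights and no values per cell, so clusters, gene activity scores and cell shares were not derived from them. Each protein-coding gene was given a covered share, the percent of its gene body plus 2 kb upstream that lies in peaks, which is the window of the paper's gene activity. A covered share reflects the width of peaks called over all cells of a library and not the strength of the signal. For a gene list fixed before the data were examined, the median difference between a pair of libraries was placed among 10000 random gene lists matched on window length and mean covered share. A list is said to rise or fall relative to matched genes where its percentile lies outside the middle 95% of the random lists, which describes these libraries and is not a p-value. Lists with many genes at 0 can reach an extreme percentile on a small difference. Genes of other organs, such as *Alb* of liver and *Prm2* of sperm, lay at percentile 0 for P0 minus E16.5 on a median difference of -0.0347 percentage points, and 4 of 5 alternative measures ended that call.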

Each sequencing samples were from three independent individuals mixed in equal proportion according to the same cell count. Increasing biological duplication ensured the reliability of scATAC-seq data.

After sequencing the three libraries on an Illumina NovaSeq. 6000 and processing the raw sequencing data with Cell Ranger ATAC v1.2.0, pre-process data were analyzed with Seurat and Signac. 

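The deposited barcode lists, which name the droplets called as cells, held 8016 barcodes for the E13.5 library, 7714 for E16.5 and 7896 for P0, and no barcode was repeated within a list. The 3 lists sum to 23626 barcodes, and the text of the deposited series gives 23716 nuclei, a difference of 90. Barcodes found in both of a pair of libraries were no more frequent than independent draws of barcodes would give. The E13.5 and E16.5 lists shared 79 barcodes with 83.9 expected (one-sided exact hypergeometric p = 0.719). The E13.5 and P0 lists shared 84 with 85.8 expected (one-sided exact hypergeometric p = 0.595), and the E16.5 and P0 lists shared 61 with 82.6 expected (one-sided exact hypergeometric p = 0.995). Over the 3 pairs the Benjamini-Hochberg adjusted p was 0.995 for each.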

For E13.5, E16.5 and P0 pre-process data, we detected 8,016, 7,714 and 7,896 cells, and obtained a median number of 19,906, 27,044 and 24,006 fragments per cell. All the libraries achieved a high overlapping rate for fragments of 69.3%, 69.9% and 74.9% (>55%) (Table 1). 

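The P0 library covered more of the genome with peaks than the embryonic libraries, and its peaks were wider. The peak lists held 139352 peaks at E13.5, 162578 at E16.5 and 170624 at P0, which cover 4.46%, 5.22% and 7.14% of chromosomes 1 to 19, X and Y. The median peak width was 558 bp at E13.5, 562 bp at E16.5 and 685 bp at P0. Peaks of 5 kb or more numbered 942, 1108 and 3552. At both E13.5 and E16.5 the broadest peak lay in *Twist2*, which encodes a factor of the dermal mesenchyme, at 24341 bp and 29669 bp. At E16.5 the next were a 27909 bp peak that holds the whole of *Col1a1* and a 26020 bp peak at *Col1a2*, the genes of the type I collagen chains. At P0 the 3 broadest peaks lay over the Hox C, Hox A and Hox B clusters of positional factors. The next, of 44944 bp and 43893 bp, overlapped *Frmd8* and *Lrig1*, a regulator of epidermal stem cells, and held neither gene whole. Only protein-coding genes were compared with these peaks. Of the E13.5 peaks, 83.2% overlapped an E16.5 peak and 76.6% a P0 peak by at least 1 bp, and of the E16.5 peaks 81.0% overlapped a P0 peak. In the other direction, 71.7% of the P0 peaks overlapped an E16.5 peak and 58.3% an E13.5 peak, and 70.5% of the E16.5 peaks an E13.5 peak. Of 21938 protein-coding genes, 15067 had a promoter peak at E13.5, 15456 at E16.5 and 15404 at P0, and 14623 had one in all 3 libraries.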

The Q30 index was beyond the QC low-border, indicating that high-quality mapping data were generated for the downstream analysis.

**Table 1:** Overview of the mapping parameters for the 10x Genomics scATAC-seq datasets established in mice skins.

	E13.5	E16.5	P0
Estimated number of cells	8016	7714	7896
Median fragments per cell	19906	27044	24006
Fraction of fragments overlapping any targeted region	69.3%	69.9%	74.9%
Fraction of transposition events in peaks in cell barcodes	50.8%	52.5%	66.1%
Fraction of read pairs with a valid barcode	75.7%	98.4%	97.8%
Q30 bases in Read 1	91.4%	94.3%	91.8%
Q30 bases in Read 2	90.8%	93.8%	91.2%
Q30 bases in Barcode	86.5%	90.3%	86.7%
Q30 bases in Sample Index	90.1%	93.1%	90.9%
Enrichment score of transcription start sites	8.13	8.15	7.31
Fraction of fragments overlapping TSS	31.6%	29.9%	34.0%
Fraction of fragments overlapping called peaks	53.4%	55.5%	68.5%
Fraction of transposition events in peaks in cell barcodes	50.8%	52.5%	66.1%
Fraction of fragments overlapping any targeted region	69.3%	69.9%	74.9%
Fraction of total read pairs mapped confidently to genome (>30 mapq)	66.7%	86.7%	88.6%
Fraction of total read pairs that are unmapped and in cell barcodes	1.0%	1.1%	1.3%
Fraction of total read pairs in mitochondria and in cell barcodes	0.4%	1.2%	0.2%

We further used Signac to filter low-quality data, in which the TSS enrichment and unique fragment from each cell were calculated (Supplementary Fig. 1, available at Figshare^26^). Hence, we computed the nucleosome banding pattern, the total number of fragments in peaks, the fraction of fragments in peaks, ratio reads in ‘blacklist’ sites and transcriptional start site (TSS) enrichment score in each sample and removed the cells with the peak region fragment was >3000 and <10000 unique fragments, enrichment at TSS ≥2, pct reads in peaks ≥15, blacklist ratio ≤0.025, nucleosome signal <10.

After QC, 6,928, 6,961 and 7,374 high-quality nuclei were further analyzed, and the cell clustering was visualized by UMAP. 

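The nuclei that the paper kept are 86.4% of the deposited barcodes at E13.5, 90.2% at E16.5 and 93.4% at P0. The deposited lists therefore precede the quality filter, which left out 1088, 753 and 522 barcodes. The filtered barcodes are not marked in the lists, so the peaks described here were called before that filter. The paper's filter names no step for doublets, droplets that hold more than 1 nucleus, and none were looked for in these lists.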

The sample of E13.5 formed 8 indistinct clusters, E16.5 formed 12 separated clusters and P0 formed 13 clusters. Differential gene activity between the clusters was identified. The 20 top differential gene activity per cluster could be found in Supplementary Table 1 (available at Figshare^26^) for E13.5 clusters, Supplementary Table 2 (available at Figshare^26^) for E16.5 clusters, and Supplementary Table 3 (available at Figshare^26^) for P0 clusters, respectively.

Differential gene activity in the pre- and early post-implantation mammalian embryo resulted in the expression of certain parts of the genotypic potential to create a phenotypic form^27^. From the literature, we expected to find several dermal and epidermis cells during hair follicle development, such as epidermal keratinocytes, dermal fibroblasts, neural crest-derived melanocytes, schwann cells, etc^6^.

We focused on the “gene activity” of the cluster and the marker gene of different cell-type to validate that the established dataset was indeed represented a hair follicle population. 

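In the E13.5 library the fibroblast genes *Col1a1*, a type I collagen chain, and *Twist2*, a transcription factor of dermal mesenchyme, had the highest covered shares of 29 cell type markers, at 93.0% and 90.6%. The basal keratins *Krt14* and *Krt15* had 45.9% and 25.5%, each with a promoter peak. Among neural crest genes, *Sox10* had 41.1% and *Sox5* 3.16%, the latter spread over 49 peaks of a long gene. The endothelial genes *Pecam1* and *Kdr* had 14.5% and 12.9%, and the muscle genes *Pax7* and *Cdh15* 18.1% and 21.1%. The macrophage gene *Inpp5d*, which encodes the phosphatase SHIP1, had 7.33% and a promoter peak, whereas *Cd86* had 0.329% in 3 peaks and no promoter peak. By list, promoter peaks were present at 18 of 20 fibroblast genes, 18 of 20 basal keratinocyte genes, 18 of 20 Schwann cell genes, 19 of 20 endothelial genes, 11 of 20 muscle genes and 8 of 20 macrophage genes. The median covered shares of these lists were 26.0%, 12.6%, 19.3%, 14.1%, 21.8% and 8.42%. A promoter peak in a whole library does not name a cell type, since 19 of 20 neuron genes had one too, against 31 of 1135 olfactory receptor genes. Of all protein-coding genes 68.7% had one at E13.5, a larger share than in the muscle and macrophage lists.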

In E13.5, we found that clusters 0, 1 and 2 mainly expressed fibroblast markers of *Twist2*^28^ and *Col1a1*^29^, clusters 3 and 8 expressed keratinocytes markers of *Krt14*^30^ and *Krt15*^31^, cluster 4 expressed macrophages markers of *Cd86*^32^ and *Inpp5d*^33^, cluster 5 expressed schwann markers of *Sox5*^6^ and *Sox10*^34^, cluster 6 expressed blood vessels markers of *Pecam1*^35^ and *Kdr*^36,37^, cluster 7 expressed muscle markers of *Pax7*^30^ and *Cdh15*^38^. 

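Genes of macrophages and mast cells rose from E13.5 to E16.5 relative to matched genes. Of 20 macrophage genes 19 had a higher covered share than at E13.5 and 0 a lower one (percentile 99.85). Promoter peaks were present at 14 of the 20, a share close to the 70.5% of all protein-coding genes at E16.5. *Cd86* reached 3.59% and *F13a1*, which encodes coagulation factor XIII, 2.32%, both with a promoter peak. Of 10 mast cell genes 6 were higher and 1 lower (percentile 99.99), among them *Hdc*, the histidine decarboxylase that makes histamine, from 8.85% to 61.8%, and the tryptase gene *Tpsb2*, from no peak to 33.9%. *Cpa3*, a carboxypeptidase of mast cells, had 6.35%, and the chemokine receptor gene *Ccr8* 46.9%, from no peak. The list of 20 lymphocyte genes as a whole did not stand apart (percentile 87.3). The rises of the macrophage and mast cell lists held under all 5 alternative measures. The E13.5 library was shallower, with a median of 19906 fragments per cell in the paper against 27044 at E16.5. The paper also gives the E13.5 library lower shares of read pairs with a valid barcode and of confidently mapped pairs. Whether peaks of rare cells were missed at E13.5 for these reasons was not tested, so this explanation of the rises stays open. Basal keratinocyte genes rose relative to matched genes, with 18 of 20 higher (percentile 99.5), as did cornified epidermis genes, with 17 of 30 higher (99.85). The keratinocyte rise was lost on the gene body alone (89.5) and in peaks per 10 kb (92.5), and the cornified rise in the 2 kb upstream alone (49.8), in peaks per 10 kb (50) and with peaks of 500 bp or more (47.9). Muscle and Schwann cell genes fell relative to matched genes, at percentiles 0.51 and 0.21, but neither call held in the 2 kb upstream alone (49.3 and 38.3) or in peaks per 10 kb (49.0 and 46.7), nor the muscle call on the gene body alone (8.25). The muscle factors *Myod1* and *Myog* had 45.9% and 29.4%. *Gpr17* had 16.9%, and *Lims2*, whose gene body holds *Gpr17*, had 14.5% without a promoter peak. Endothelial and melanocyte genes did not stand apart, at percentiles 12.7 and 35.7. *Kdr* and *Flt4* had 17.0% and 12.2%, *Dct*, a melanin synthesis enzyme, had 5.99%, and the lysosomal genes *Ctsd* and *Lamp1* had 13.7% and 9.40%. No peak overlapped the window of *Tyr*, which encodes tyrosinase.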

In E16.5, we detected that clusters 0, 2 and 6 expressed fibroblasts markers of *Twist2* and *Col1a1*, cluster 1 expressed keratinocytes markers of *Krt14* and *Krt15*, cluster 3 and 9 expressed blood vessels markers of *Kdr* and *Flt4*^36^, cluster 4 expressed lymphocytes markers of *Cpa3*^39^ and *Ccr8*^40^, cluster 5 expressed macrophages markers of *Cd86* and *F13a1*^41^, cluster 7 expressed muscle markers of *Myod1*^42^ and *Myog*^43^, cluster 8 expressed schwann markers of *Gpr17* and *Lims2*^6^, cluster 10 expressed melanocytes markers of *Tyr*^6^ and *Dct*^44^, cluster 11 expressed melanocytes markers of *Ctsd*^6^ and *Lamp1*^45^. In P0, we detected that clusters 0, 2, 3, 7 and 9 mainly expressed fibroblasts markers of *Twist2* and *Col1a1*, clusters 1, 4, 5, 6 and 8 expressed keratinocytes markers of *Krt14* and *Krt15*, cluster 10 expressed melanocyte markers of *Pax3*^6^ and *Plp1*^46^, cluster 11 expressed blood vessels markers of *Kdr* and *Cdh5*^30^, whereas the cells of cluster 12 expressed pericytes markers of *Ebf2*^30^ and *Rgs5*^47^. 

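From E16.5 to P0 the genes of keratinocytes and of the hair shaft gained covered share, and those of macrophages and mast cells lost it. The peaks were called over all cells, and the paper counts a larger share of keratinocytes at P0 than at E16.5. A shift in cell shares is therefore not separated here from a change within cells. The sample records also describe hair follicles picked out with forceps at P0. Under those records, the dissection is not separated from stage for these rises and falls. All 20 basal keratinocyte genes were higher at P0, with a median of 34.8% against 17.0% (percentile 100). *Krt14* was covered over 100% of its window, *Krt15* over 66.3%, and *Krt5* went from 32.4% to 100%. Of 30 cornified epidermis genes 20 were higher and 1 lower (percentile 99.99), among them *Ivl*, a precursor of the cornified envelope, from no peak to 28.5%. Genes of the hair shaft and inner root sheath rose with 20 of 22 higher and 0 lower (percentile 100), such as *Krt27* from no peak to 44.6% and *Hoxc13*, a regulator of hair keratins, from 49.6% to 89.2%. Of 20 macrophage genes 14 were lower and 5 higher (percentile 0), and *Tyrobp*, *Lyz2* and *C1qb* had no peak. Mast cell genes fell with 7 of 10 lower and 0 higher (percentile 0). Endothelial genes fell relative to matched genes with a median near that at E16.5, 17.3% against 17.2% (percentile 0), and *Kdr* and *Cdh5* had 12.1% and 9.68%. The pericyte genes *Ebf2* and *Rgs5* had 13.6% and 4.49%, and the pericyte list lay at percentile 1.44, a call lost on the gene body alone (12.2) and in the 2 kb upstream alone (5.93). *Pax3* had 12.4%, and the melanocyte list did not stand apart (16.9). Fibroblast genes lay at percentile 2.33 with 13 of 20 higher, a call that 4 of 5 alternatives ended, among them the gene body alone (8.05) and the 2 kb upstream alone (89.8). *Twist2* and *Col1a1* had 91.2% and 100%. Lymphocyte genes lay at percentile 0, a call lost in 3 of 5 alternatives. The 29 markers that the paper names fell relative to matched genes (percentile 0.015), but the paper used them to name clusters of these same libraries. Counted as peaks per 10 kb, the rises of basal keratinocyte and cornified genes were lost (5.58 and 50), and the endothelial fall too (46.3). The hair shaft rise was lost in the 2 kb upstream alone (93.3). From the gene activity of known markers per cluster, the paper assigns each cluster to a cell type.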

According to the gene activity of marker genes, the cells were classified into 6, 8 and 5 populations, respectively. The 6 populations included fibroblasts, keratinocytes, macrophages, schwann, blood vessels and muscle (Fig. 2a); the 8 populations were fibroblasts, keratinocytes, blood vessels, lymphocytes, macrophages, muscle, schwann and melanocytes (Fig. 2b); and the 5 populations were fibroblasts, keratinocytes, melanocytes, blood vessels and pericytes (Fig. 2c). The specific markers of these different cell types were shown in Fig. 3. GO term analysis was performed on the identified top 20 differentially gene activity (Fig. 4). The result showed that fibroblasts enriched in the signaling pathways including skeletal system development and embryonic morphogenesis; keratinocytes in the signaling pathways including skin development, keratinization, skin epidermis development and hair follicle development; Other cell clusters were also enriched in the corresponding development and differentiation related pathways (Fig. 4). These results further explained the rationality of clustering.

**Fig. 2:**
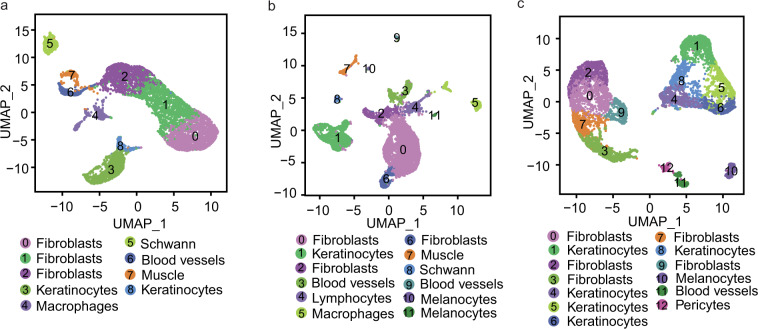
Clustering and UMAP visualization of scATAC-seq data in E13.5 (**a**), E16.5 (**b**) and P0 (**c**) mice skins.

**Fig. 3:**
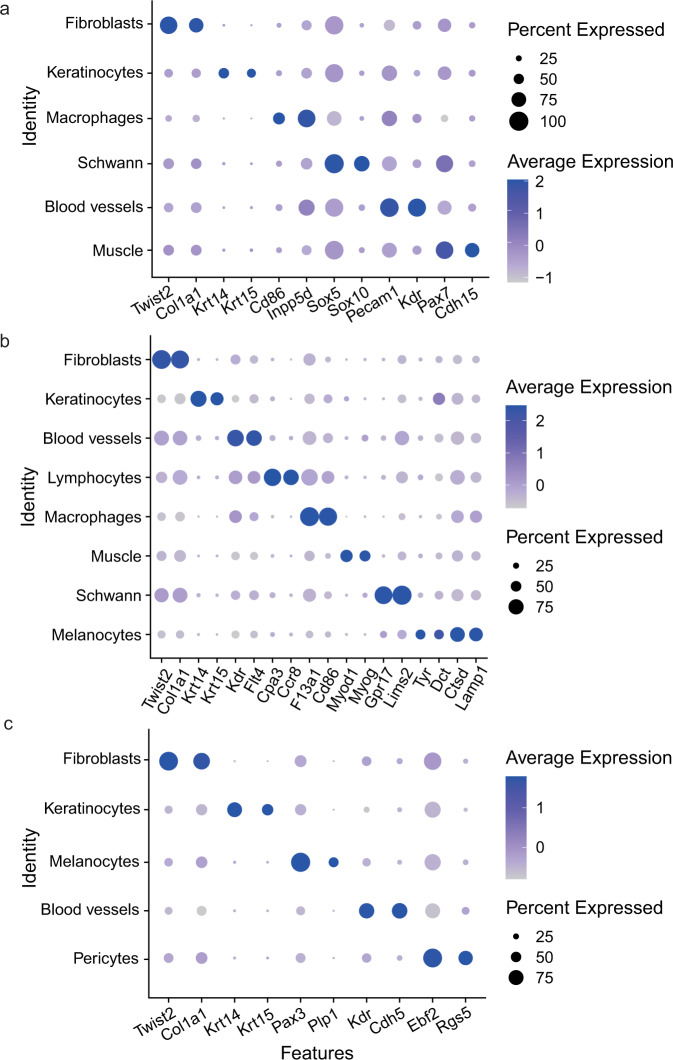
A paired dot plot of scaled expression of selected marker genes for cell type identification in E13.5 (**a**), E16.5 (**b**) and P0 (**c**). The dot size encodes the proportion of cells that express the gene, while the color encodes the scaled average expression level across those cells (dark blue is high).

**Fig. 4:**
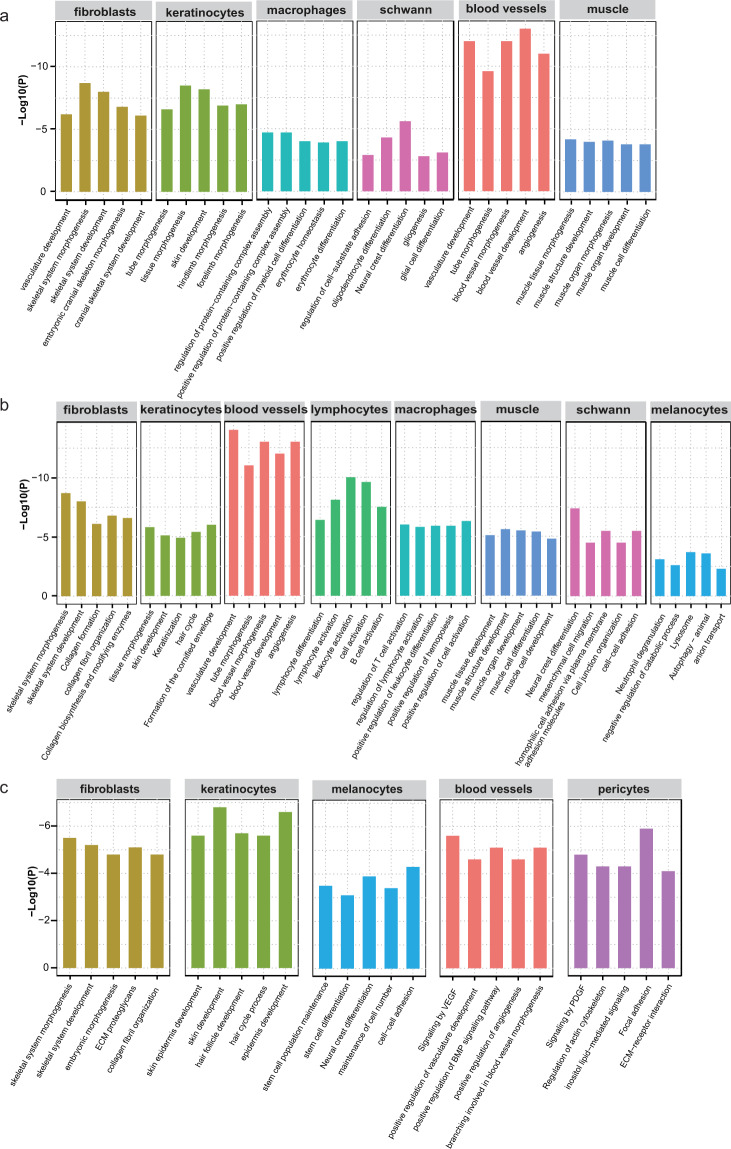
GO enrichment analysis of top20 differentially gene activity in E13.5 (**a**), E16.5 (**b**) and P0 (**c**).

Additionally, the percentage of fibroblasts, keratinocytes and other cell types were counted (Fig. 5). It was found that the percentage of fibroblasts was gradually decreased (E13.5: 63.5%; E16.5: 57.8%; P0: 47.8%) and the percentage of keratinocytes was gradually increased (E13.5: 16.8%; E16.5: 17.5%; P0: 43.6%). This result was consistent with the development of hair follicles, dermal fibroblasts migrated directly to form DC structure^48,49^, dermal condensate cells as the precursors of dermal papilla/dermal sheath niche cells within the mature follicle^50^. Progenitor cell migrated and then formed the physically identifiable Pc^51^, placode cells as the earliest progenitors of all epithelial hair follicle cells including adult stem cells (SCs) were in the bulge^52^. Pc progenitors signal backed to the dermis for the formation of DC^6,53^. The formation of Pc and DC was the beginning of hair follicle development^54^. Then, DC structure formed dermal papilla (DP) through DC1 and DC2^55,56^, which enwrapped with the most-proximally located keratinocytes. Finally, keratinocyte proliferation led to the formation of hair germ, further down-growth progresses to the peg stage and the HF became morphologically noticeable^5^.

**Fig. 5:**
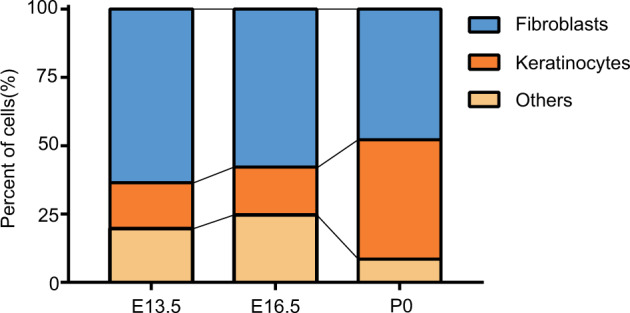
Percentage of specific cell type in E13.5, E16.5 and P0.

Finally, we integrated the fibroblasts and keratinocytes cluster in different developmental stages (Fig. 6), and performed further analysis. Chromatin accessibility analysis identified the differential accessibility regions (DARs) of fibroblasts (Supplementary Table 4, available at Figshare^26^) and keratinocytes (Supplementary Table 5, available at Figshare^26^) among E13.5, E16.5 and P0. Aligning to the reference genome, the DARs were annotated to promoter, intron, exon, 3′ UTR, etc. In the annotation information of fibroblasts (Supplementary Table 6, available at Figshare^26^) and keratinocytes (Supplementary Table S7, available at Figshare^26^), we focused on the regions which were annotated by the fibroblasts (*Col1a1* and *Twist2*) and keratinocytes (*Krt14* and *Krt15*) markers. We identified different DARs in the fibroblast cells and keratinocytes cells. The chr11-94912196-94914313 region was annotated to the distal intergenic region of *Col1a1* (Fig. 7a), and chr1-91737593–91738868, chr1-91848615-91866615 were annotated to the distal intergenic region of *Twist2* (Fig. 7b) in fibroblast cells. 

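Near *Col1a1* and *Twist2*, the 3 regions each coincide with 1 called peak of a single library. The region from 94912196 to 94914313 on chromosome 11 of GRCm38 is a P0 peak of 2117 bp, 21911 bp upstream of *Col1a1* (11:94936224-94953042, plus strand), and overlaps no protein-coding gene. A narrower E16.5 peak from 94913257 to 94914085 lies inside it and covers 39.1%, and E13.5 has no peak there. On chromosome 1, the region from 91737593 to 91738868 is an E13.5 peak of 1275 bp, 62593 bp upstream of *Twist2* (1:91801461-91848028, plus strand), with no peak at E16.5 or P0. The region from 91848615 to 91866615 is an 18000 bp peak at E13.5 that begins 588 bp past the end of *Twist2*. There E16.5 has 3 peaks that cover 88.2%, the widest of 15061 bp, and P0 has 3 peaks that cover 42.2%, the widest of 5920 bp. The *Col1a1* region is thus widest at P0 and both *Twist2* regions are widest at E13.5. The paper picked these regions as differing between stages, and each also equals a merged region of the 3 peak lists. No library can then have a wider peak there than the one that coincides, so the widths are not independent evidence. These peaks were called over all cells of a library and not over fibroblasts alone.

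**Figure D1:**
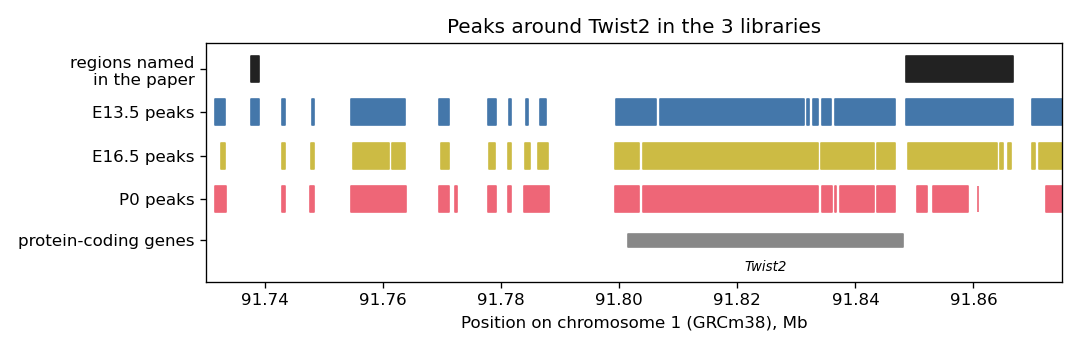
Peaks called at E13.5, E16.5 and P0 around *Twist2*, with the regions named in the paper and the protein-coding genes; the x axis is the position on chromosome 1 of GRCm38 in Mb. The region from 91848615 to 91866615 is 1 peak at E13.5 and 3 peaks at E16.5 and at P0.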

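At the keratin genes on chromosome 11 of GRCm38, peaks were wider at P0 than at E13.5. *Krt14* (11:100203162-100207548, minus strand) encodes the type I keratin of basal epidermis. At P0 a peak of 11040 bp, from 100199847 to 100210887, holds the whole gene and 2 kb upstream of its start. The same stretch has 4 peaks covering 31.3% at E13.5 and 2 peaks covering 72.7% at E16.5. A P0 peak from 100218634 to 100219710 lies 11087 bp upstream of *Krt14*, and another from 100221566 to 100222419 lies 14019 bp upstream. Neither overlaps a protein-coding gene, and the E13.5 and E16.5 libraries have no peak at either. *Krt15* (11:100131758-100135928, minus strand) is a keratin of basal cells and hair follicle stem cells. A P0 peak from 100127801 to 100129561 lies 2197 bp past its 3' end and overlaps no protein-coding gene, and the nearest gene start is that of *Krt13*. An E16.5 peak from 100127902 to 100128343 lies inside it and covers 25.1%, and E13.5 has none. The peaks come from all cells of each library, so the part that keratinocytes contribute is not separated. The P0 intervals given here are those that the paper picked as differing between stages, and each also equals a region of the merged peak lists. The earlier libraries can therefore have no wider peak within them.

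**Figure D2:**
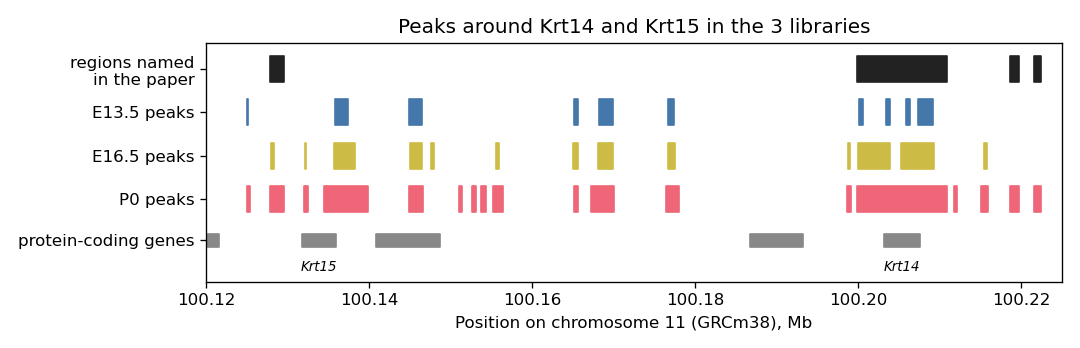
Peaks called at E13.5, E16.5 and P0 around *Krt14*, with the regions named in the paper and the protein-coding genes; the x axis is the position on chromosome 11 of GRCm38 in Mb. The peak over *Krt14* spans 11040 bp at P0, and the same stretch holds 4 separate peaks at E13.5.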

Meanwhile, the chr11-100218634-100219710, chr11-100221566-100222419, and chr11-100199847-100210887 were annotated to the distal intergenic region of *Krt14* (Fig. 7c), and chr11-100127801-100129561 were annotated to the UTR region of *Krt15* (Fig. 7d) in keratinocyte cells. It is generally believed that the accessibility of promoter regions is related to gene expression, the differential peaks in the promoter of *Krt14* and *Krt15* may play an important role in regulating gene expression. 

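The promoters of *Krt14* and *Krt15*, taken as the 2 kb upstream of the gene start, held a peak in all 3 libraries. The peak at the *Krt14* promoter was 1887 bp wide at E13.5 and 4108 bp at E16.5. At the *Krt15* promoter the peak measured 1575 bp at E13.5, 2514 bp at E16.5 and 5452 bp at P0. These widths are of whole peaks, which reach past the promoter. At *Krt14* the upstream edge of the peak lay at 100209226 at E13.5 and at 100209311 at E16.5. Its other edge moved further, from 100207339 to 100205203 inside the gene, so most of the added width lies outside the promoter. A peak was thus present at both promoters in each library. The lists give no heights and pool all cells, so a difference in signal within keratinocytes cannot be judged from them. From the general relation of promoter accessibility to expression, the paper proposes that differential peaks in these promoters act in the regulation of both genes.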

Meanwhile, we performed motif enrichment analysis on DARs at different stages of fibroblasts and keratinocytes, the enrichment results were shown in Supplementary Tables 8 and 9 (available at Figshare^26^). We found the stage differential peaks in fibroblasts were significantly enriched in *Twist2*, *Junb* and *Nfatc1* and *Lef1*, respectively (Fig. 8a). These transcription factors were related to the development of dermal fibroblasts^6^. The stage differential peaks of keratinocytes were significantly enriched in *Lhx2*, *Lef1* and *Sox9*, respectively (Fig. 8b). *Lhx2* is a transcription factor positioned downstream of signals necessary to specify hair follicle stem cells^57^. *Sox9* was an important transcription factor in dermal fibroblasts^6^. This result provided a basis for explaining reciprocal epithelial-mesenchymal signaling and was essential for the morphogenesis of mouse dorsal skin^58^.

**Fig. 6:**
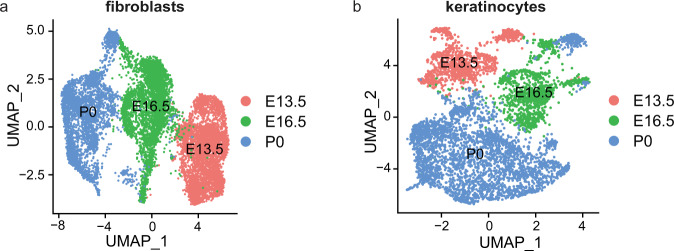
UMAP visualization of fibroblasts and keratinocytes integrated from E13.5, E16.5 and P0. (**a**) fibroblasts, (**b**) keratinocytes.

**Fig. 7:**
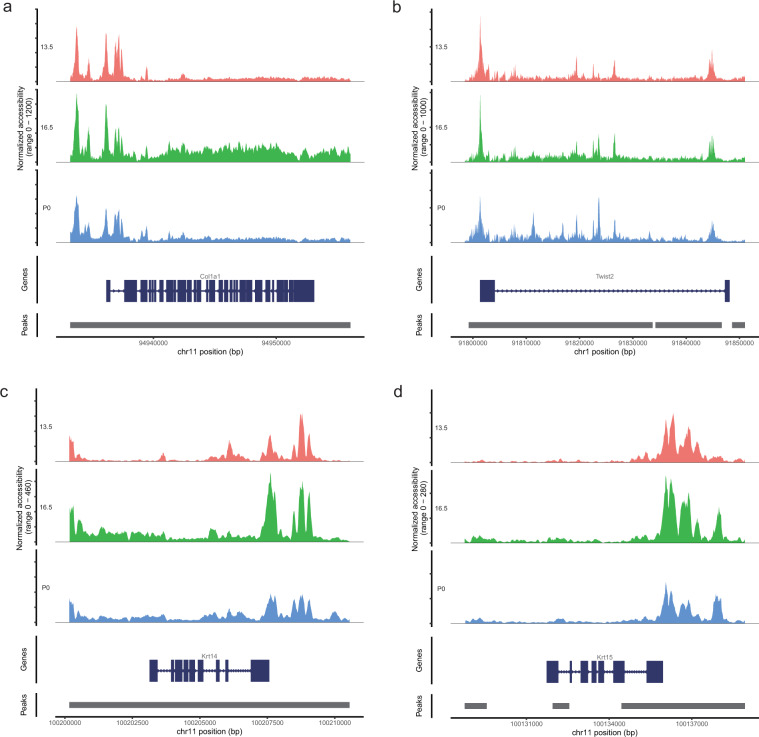
Chromatin accessibility of fibroblasts and keratinocytes markers at E13.5, E16.5 and P0. Chromatin accessibility of fibroblasts markers *Col1a1* (**a**) and *Twist2* (**b**) in fibroblasts. Chromatin accessibility of keratinocytes markers *Krt14* (**c**) and *Krt15* (**d**) in keratinocytes.

**Fig. 8:**
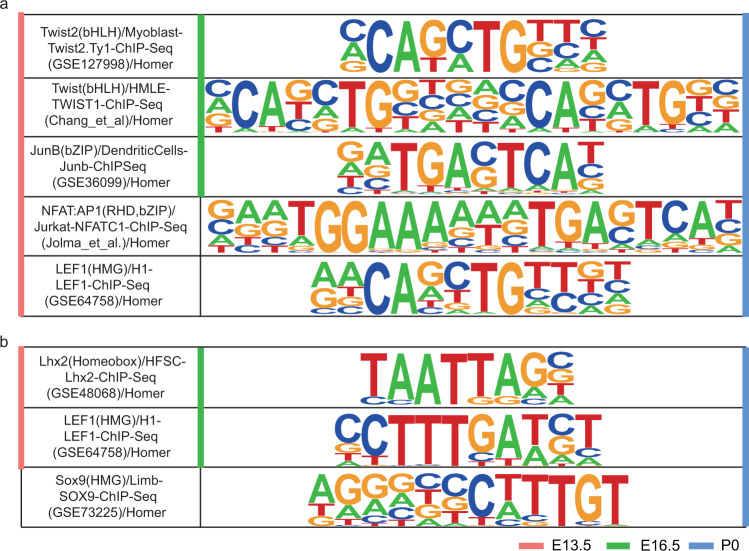
Motif Enrichment in differential peaks between E13.5, E16.5 and P0. (**a**) fibroblasts, (**b**) keratinocytes.

To better understand the heterogeneity of fibroblasts and keratinocytes clusters which were integrated from different developmental stages, we subclustered the fibroblasts and keratinocytes into 12 clusters, respectively. 

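Among 22 fibroblast subtype markers, 2 of 3 progenitor genes had their highest covered share at E13.5. The zinc finger homeobox gene *Zfhx4* had 9.59% at E13.5, 5.34% at E16.5 and 3.43% at P0, and *Zfhx3* 10.2%, 6.91% and 6.80%, whereas *Wnt11*, a secreted signal, had 44.5%, 47.8% and 54.5%. The papillary gene *Adamts5*, an aggrecanase, had 9.23%, 15.4% and 29.4%. *Thbs1*, which encodes the matrix protein thrombospondin 1, had 35.3% at E13.5 and 100% at both later stages, and *Vdr*, the vitamin D receptor gene, 8.08%, 18.1% and 37.7% without a promoter peak. *Hes1* and *Sox2* were covered over 100% at every stage, so their windows can show no rise. The list as a whole did not stand apart from matched genes in any pair of stages, at percentiles 84.9 for E16.5 minus E13.5, 29.3 for P0 minus E16.5 and 58.0 for P0 minus E13.5. Promoter peaks were present at 20, 19 and 20 of the 22 genes, with none at *Vdr* and *Mfap5* and, at E16.5, none at *Fgf10*.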

In fibroblast cells, we found that clusters 0 and 5 expressed fibroblast progenitor markers of *Zfhx4*, *Zfhx3* and *Wnt11*^6,59^, respectively, cluster 1 expressed papillary fibroblast markers of *Scel* and *Sgcg*^30^, clusters 2 expressed papillary fibroblast markers of *Adamts5* and *Zbtb20*^30^, cluster 3 expressed reticular fibroblast markers of *Pdpn* and *Xdh*^30^, cluster 4 expressed dividing fibroblast markers of *Kif4* and *Kif14*^30^, cluster 6 expressed reticular fibroblast markers of *Thbs1* and *Thbs2*^30^, cluster 7 expressed pre-DC markers of *Pdgfra* and *Hes1*^56^, cluster 8 expressed DP markers of *Sox18* and *Sox2*^6^, cluster 9 expressed DC markers of *Vdr* and *Gas6*^56^, cluster 10 expressed Fascia markers of *Mfap5*^30^, cluster 11 expressed DC markers of *Sox9* and *Fgf10*^56^ (Fig. 9a). 

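Of 22 keratinocyte subtype markers, 21 had a higher covered share at P0 than at E16.5 (percentile 99.8) and 20 than at E13.5 (percentile 99.3). The paper used these markers to name clusters of the same libraries. Of 20 housekeeping genes 19 were also higher at P0 than at E13.5, at percentile 99.71, or 69.84 after division by the library mean. From E16.5 to P0 the housekeeping list did not stand apart (63.88). *Ovol1*, a transcription factor of epidermal differentiation, had 20.3% at E13.5, 24.3% at E16.5 and 69.3% at P0. *Nfatc1*, a factor of hair follicle stem cells, had 23.3%, 34.0% and 64.9%, and *Ly6d* went from no peak to 12.6% and 47.4%. The suprabasal keratins *Krt1* and *Krt10* had 34.0% and 44.6% at P0, against 17.6% and 32.9% at E13.5. The hair germ genes *Shh* and *Lef1* were lower at E16.5 than at E13.5, 40.0% against 56.8% and 18.4% against 19.9%, and reached 71.4% and 41.1% at P0. *Adamts20*, without a promoter peak at any stage, had 12.9%, 9.69% and 9.53%. From E13.5 to E16.5 the list did not stand apart (percentile 75.9). Counted as peaks per 10 kb, both P0 rises were lost (45.3 and 37.1), and on the gene body alone the rise from E13.5 was lost (95.5).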

In keratinocyte cells, we detected that clusters 0 expressed hair germ markers of *Shh* and *Lef1*^36^, cluster 1 expressed pre-Pc markers of *Wnt10b*^60^ and *Wnt9b*^36^, cluster 2 expressed outer root sheath (ORS) markers of *Krt5* and *Krt16*^36^, cluster 3 expressed Pc markers of *Dkk4*^36^, cluster 4 and 8 expressed hair follicle stem cells (HFSCs) and their precursor markers of *Tgfb2*, *Adamts17*, *Fbn2* and *Adamts20*^36^, cluster 5 expressed Pc markers of *Wif1*^36^, cluster 6 expressed HFSCs markers *Sox9* and *Nfatc1*^63^, cluster 7 and 10 expressed epithelial cell markers of *Krt14*, *Smoc2*, *Pvrl4* and *Ovol1*^6^, cluster 9 expressed keratinized cells markers of *Krt1* and *Krt10*^36^, cluster 11 expressed terminally differentiated cells markers of *Krt80* and *Ly6d*^36^ (Fig. 9b). According to the gene activity of marker genes, the fibroblast cells were classified into 8 populations, including fibroblast progenitor, papillary fibroblast, reticular fibroblast, DC, pre-DC, DP, Fascia and dividing fibroblast (Fig. 9c). The keratinocyte cells were classified into 9 populations, including Pc, hair germ, pre-Pc, ORS, HFSCs and their precursors, keratinized cells, epithelial cell and terminally differentiated cells (Fig. 9d). The differential gene activity of different fibroblasts and keratinocytes subtypes were shown in Supplementary Table 10 (available at Figshare^26^) and Supplementary Table 11 (available at Figshare^26^). The differential peaks of different fibroblast and keratinocyte subtypes were shown in Supplementary Table 12 (available at Figshare^26^) and Supplementary Table 13 (available at Figshare^26^). Many studies have found that promoter accessibility is positively correlated with gene expression, and the strongest correlation may be related to the function of housekeeping genes^61^. However, recent studies have found that there is a weak or no correlation between promoter accessibility and the transcription level of some genes^62^. The mechanism of this regulation process needs to be further revealed.

**Fig. 9:**
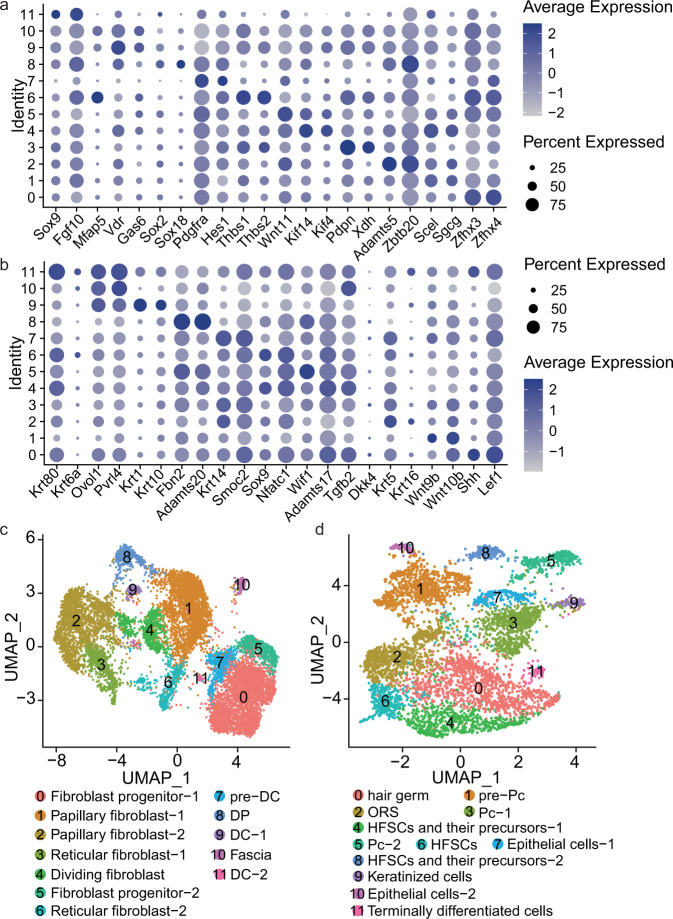
Subcluster fibroblasts and keratinocytes by gene activity. (**a**) Dot plots showing gene activity of marker genes for fibroblasts subtypes. (**b**) Dot plots showing the expression of marker genes for keratinocyte subtypes. (**c**) UMAP plots showing single-cell chromatin accessibility analyzed in fibroblasts. (**d**) UMAP plots showing single-cell chromatin accessibility analyzed in keratinocytes.

Taken together, our datasets provided a valuable resource for deeply exploring the epigenetic regulation mechanism of cell heterogeneity.

## Supplementary information

Supplementary Figures

## Data Availability

The R code used for the analysis of scATAC-seq data is available on GitHub (https://github.com/fangli0909/scATAC-seq_sa).

## References

[1] Gupta K (2019). Single-cell analysis reveals a hair follicle dermal niche molecular differentiation trajectory that begins prior to morphogenesis. Dev Cell..

[2] Duverger O, Morasso MI (2009). Epidermal patterning and induction of different hair types during mouse embryonic development. Birth Defects Res C Embryo Today..

[3] Paus R, Müller-Rver S, Veen C, Maurer M, Handjiski B (1999). A comprehensive guide for the recognition and classification of distinct stages of hair follicle morphogenesis. J. Invest Dermatol..

[4] Saxena N, Mok K, Rendl M (2019). An updated classification of hair follicle morphogenesis. Exp Dermatol..

[5] Schmidt-Ullrich R, Paus R (2005). Molecular principles of hair follicle induction and morphogenesis. Bioessays..

[6] Sennett R (2015). An integrated transcriptome atlas of embryonic hair follicle progenitors, their niche, and the developing skin. Dev Cell..

[7] Fang R, Preissl S, Li Y, Hou X, Ren B (2021). Comprehensive analysis of single cell ATAC-seq data with SnapATAC. Nat Commun..

[8] Consortium., T. E. P. (2012). An integrated encyclopedia of DNA elements in the human genome. Nature..

[9] Fiers M (2018). Mapping gene regulatory networks from single-cell omics data. Brief Funct Genomics..

[10] Törnqvist G, Sandberg A, Hägglund AC, Carlsson L (2010). Cyclic expression of Lhx2 regulates hair formation. Plos Genet..

[11] Wang S (2018). The inconsistent regulation of HOXC13 on different keratins and the regulation mechanism on HOXC13 in cashmere goat (Capra hircus). BMC Genomics..

[12] Fernandez-Guerrero M (2020). Mammalian-specific ectodermal enhancers control the expression of Hoxc genes in developing nails and hair follicles. Proc Natl Acad Sci USA.

[13] Ge W, Tan SJ, Wang SH, Li L, Wang X (2020). Single-cell transcriptome profiling reveals dermal and epithelial cell fate decisions during embryonic hair follicle development. Theranostics..

[14] Lin L, Zhang L (2022). Joint analysis of scATAC-seq datasets using epiConv. BMC Bioinformatics..

[15] Satpathy AT (2019). Massively parallel single-cell chromatin landscapes of human immune cell development and intratumoral T cell exhaustion. Nat Biotechnol..

[16] Buenrostro JD (2015). Single-cell chromatin accessibility reveals principles of regulatory variation. Nature..

[17] Chung CY, Ma Z, Dravis C, Preissl S, Wahl GM (2019). Single-cell chromatin accessibility analysis of mammary gland development reveals cell state transcriptional regulators and cellular lineage relationships. Cell Rep..

[18] Lyu P (2021). Gene regulatory networks controlling temporal patterning, neurogenesis, and cell fate specification in the mammalian retina. Cell Rep..

[19] Stuart T, Srivastava A, Madad S, Lareau CA, Satija R (2021). Single-cell chromatin state analysis with Signac. Nat methods..

[20] Stuart T, Butler A, Hoffman P, Hafemeister C, Satija R (2019). Comprehensive integration of single-cell data. Cell..

[21] Butler A, Hoffman P, Smibert P, Papalexi E, Satija R (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nat Biotechnol..

[22] Fang L (2022). Gene Expression Omnibus.

[23] (2022). NCBI Sequence Read Archive.

[24] (2022). NCBI Sequence Read Archive.

[25] (2022). NCBI Sequence Read Archive.

[26] Fang L (2022). Figshare.

[27] Church RB, Schultz GA (1974). Differential gene activity in the pre- and postimplantation mammalian embryo. Curr Top Dev Biol..

[28] Joost S, Annusver K, Jacob T, Sun X, Kasper M (2020). The molecular anatomy of mouse skin during hair growth and rest. Cell Stem Cell..

[29] Driskell RR, Lichtenberger BM, Hoste E, Kai K, Watt FM (2013). Distinct fibroblast lineages determine dermal architecture in skin development and repair. Nature..

[30] Thompson SM, Quan MP, Winuthayanon S, Driskell IM, Driskell RR (2022). Parallel single cell multi-omics analysis of neonatal skin reveals transitional fibroblast states that restricts differentiation into distinct fates. J. Invest Dermatol..

[31] Gu LH, Coulombe PA (2007). Keratin function in skin epithelia: a broadening palette with surprising shades. Curr Opin Cell Biol..

[32] Ryncarz RE, Anasetti C (1998). Expression of CD86 on human marrow CD34(+) cells identifies immunocompetent committed precursors of macrophages and dendritic cells. Blood..

[33] Park J (2018). Single-cell transcriptomics of the mouse kidney reveals potential cellular targets of kidney disease. Science..

[34] Nonaka D, Chiriboga L, Rubin BP (2008). Sox10: a pan-schwannian and melanocytic marker. Am J Surg Pathol..

[35] Collins CA, Kretzschmar K, Watt FM (2011). Reprogramming adult dermis to a neonatal state through epidermal activation of β-catenin. Development..

[36] Morita R, Sanzen N, Sasaki H, Hayashi T, Fujiwara H (2021). Tracing the origin of hair follicle stem cells. Nature..

[37] Detmar M (1998). Increased microvascular density and enhanced leukocyte rolling and adhesion in the skin of VEGF transgenic mice. J. Invest Dermatol..

[38] Lim JH, Beg M, Ahmad K, Shaikh S, Choi I (2021). IgLON5 Regulates the Adhesion and Differentiation of Myoblasts. Cells..

[39] Fenger JM (2017). Abstract 3043: A novel Cpa3-Cre; miR-9 fl/fl mouse reveals a functional role for miR-9 in promoting mast cell invasion via up-regulation of CMA1. Cancer Res..

[40] Soler D (2006). CCR8 expression identifies CD4 memory T cells enriched for FOXP3+ regulatory and Th2 effector lymphocytes. J. Immunol..

[41] Beckers C, Simpson KR, Griffin KJ, Brown JM, Pease RJ (2017). Cre/lox Studies Identify Resident Macrophages as the Major Source of Circulating Coagulation Factor XIII-A. Arterioscler Thromb Vasc Biol..

[42] Blum R, Dynlacht BD (2013). The role of MyoD1 and histone modifications in the activation of muscle enhancers. Epigenetics..

[43] Zhang W (2018). Transcription factor EGR1 promotes differentiation of bovine skeletal muscle satellite cells by regulating MyoG gene expression. J. Cell Physiol..

[44] Belote RL (2021). Human melanocyte development and melanoma dedifferentiation at single-cell resolution. Nat Cell Biol..

[45] Feng L, Hwe C, Chu R, Meyskens F (2010). Abstract 2552: Loss of MiTF sensitizes melanoma cells to chemotherapy due in part to reduced LAMP1 accumulation. Cancer Res..

[46] Colombo S, Champeval D, Rambow F, Larue L (2012). Transcriptomic analysis of mouse embryonic skin cells reveals previously unreported genes expressed in melanoblasts. J. Invest Dermatol..

[47] Cho H, Kozasa T, Bondjers C, Betsholtz C, Kehrl JH (2003). Pericyte-specific expression of Rgs5: implications for PDGF and EDG receptor signaling during vascular maturation. FASEB J..

[48] Biggs LC (2018). Hair follicle dermal condensation forms via FGF20 primed cell cycle exit, cell motility, and aggregation. Elife..

[49] Glover JD (2017). Hierarchical patterning modes orchestrate hair follicle morphogenesis. PLoS Biol..

[50] Grisanti L (2013). Tbx18 targets dermal condensates for labeling, isolation, and gene ablation during embryonic hair follicle formation. J. Invest Dermatol..

[51] Ahtiainen L (2014). Directional cell migration, but not proliferation, drives hair placode morphogenesis. Dev Cell..

[52] Levy V, Lindon C, Harfe BD, Morgan BA (2005). Distinct stem cell populations regenerate the follicle and interfollicular epidermis. Dev Cell..

[53] Schindeler A (2008). Seminars in cell & developmental biology. Semin Cell Dev Biol..

[54] Chen D, Jarrell A, Guo C (2012). Lang R & R, A. Dermal β-catenin activity in response to epidermal Wnt ligands is required for fibroblast proliferation and hair follicle initiation. Development..

[55] Plikus MV (2017). Regeneration of fat cells from myofibroblasts during wound healing. Science..

[56] Mok KW, Saxena N, Heitman N, Grisanti L, Rendl M (2019). Dermal condensate niche fate specification occurs prior to formation and is placode progenitor dependent. Dev Cell..

[57] Rhee H, Polak L, Fuchs E (2006). Lhx2 maintains stem cell character in hair follicles. Science..

[58] Hardy MH (1992). The secret life of the hair follicle. Trends Genet..

[59] Driskell RR (2013). Distinct fibroblast lineages determine dermal architecture in skin development and repair. Nature..

[60] Zhang Y (2009). Reciprocal requirements for EDA/EDAR/NF-kappaB and Wnt/beta-catenin signaling pathways in hair follicle induction. Dev Cell..

[61] Li C (2022). The landscape of accessible chromatin in quiescent cardiac fibroblasts and cardiac fibroblasts activated after myocardial infarction. Epigenetics..

[62] Li Z (2019). Identification of transcription factor binding sites using ATAC-seq. Genome Biol..

[63] Nguyen MB (2018). FGF signalling controls the specification of hair placode-derived SOX9 positive progenitors to Merkel cells. Nat Commun.

# Supplementary material for: Single-cell chromatin landscapes of mouse skin development
**Source:** Sci Data. 2022 Dec 2;9:741. doi: 10.1038/s41597-022-01839-9
**Supplement:** Supplementary file 1 — Supplementary Figures

Supplementary Figure1

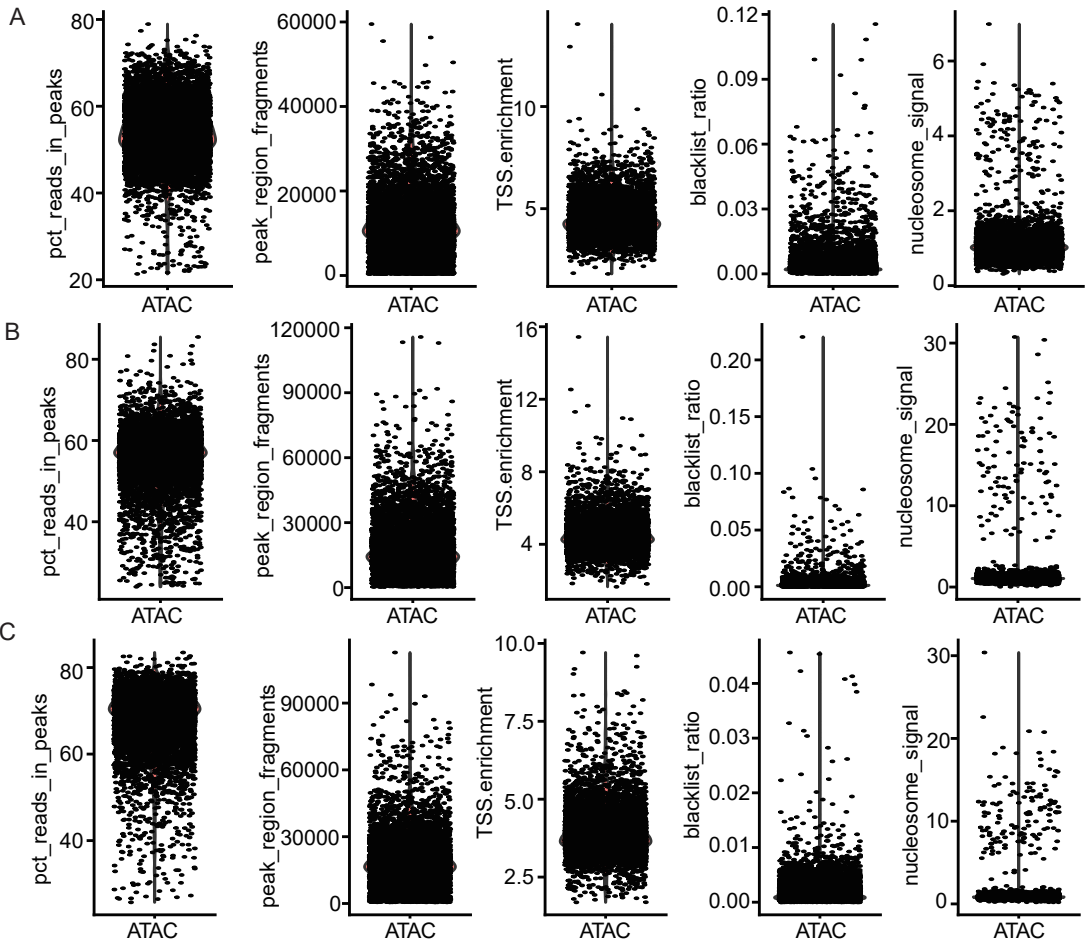

Supplementary Fig.1 Visualization of quality control index. (a) E13.5, (b) E16.5 and (c) P0

Supplementary Figure2

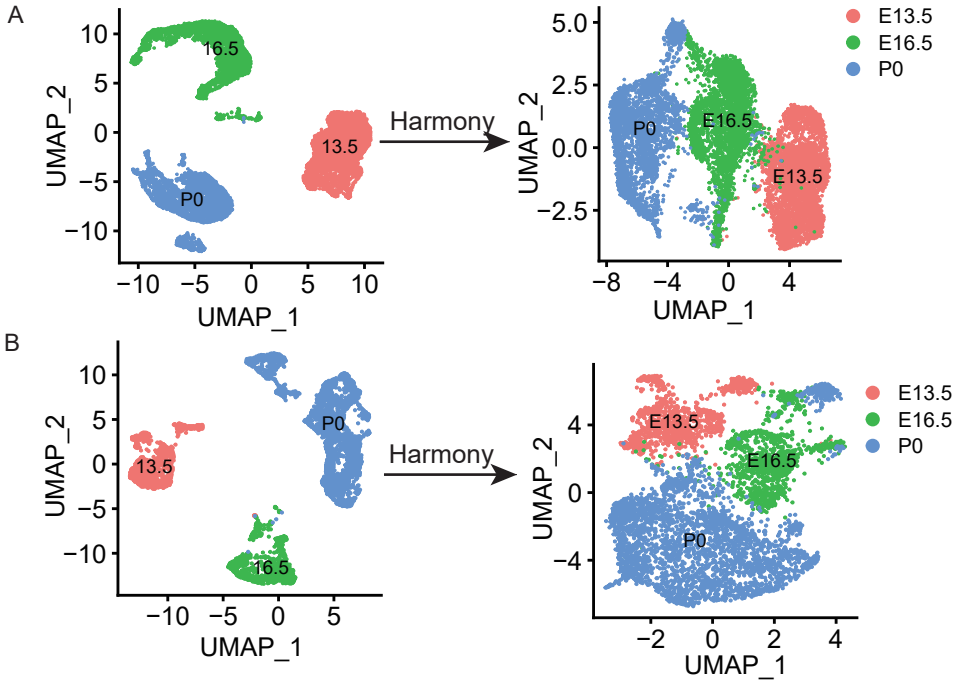

Supplementary Fig.2 Harmony scATAC-seq integration of fibroblasts(A) and keratinocytes(B).

How the deposited data were processed for this re-analysis (not part of the article)

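Single-cell ATAC-seq libraries of dorsal skin from C57BL/6 mice at E13.5, E16.5 and P0 were analysed, 1 pooled library per stage, from the deposited lists of cell barcodes and of peaks. The authors ran Cell Ranger ATAC 1.2.0 on mm10 for each library separately, and the peaks were called over all cells of a library. The lists hold names and positions only, with no counts, heights or values per cell. The depth behind a single peak is therefore unknown, and no interval is given for a covered share. Peak starts are printed as the authors deposited them and count from 0, so that the first base of a peak is 1 higher. Gene positions are those of GENCODE M21 on GRCm38, counted from 1. No sample was left out, and stages were taken from the sample records.

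Peaks were counted with their widths and covered length, and the 3 lists were merged by an overlap of 1 bp or touching ends into union regions, classed by the libraries that hold them. A promoter was the 2 kb upstream of the annotated start of each of 21938 protein-coding genes, and 1 bp of overlap counted. The covered share of a gene was the percent of its body plus 2 kb upstream that lies in peaks. Fixed gene lists covered fibroblasts, basal keratinocytes, cornified epidermis, hair shaft and inner root sheath, hair follicle signalling, macrophages, mast cells, lymphocytes, Schwann cells, endothelium, muscle, melanocytes, pericytes, adipocytes, erythroid cells, neurons, housekeeping genes, genes of other organs, the Hox A to D clusters, and the stage markers, subtype markers and motif factors that the paper names, 26 lists in all. *Krt85* was not found in the annotation, and *Pvrl4* was matched as *Nectin4*. For each list the median difference between a pair of libraries was given as a percentile among 10000 random lists of the same size, matched on deciles of window length and of mean covered share. Peak midpoints were classed as promoter, 5' UTR, 3' UTR, coding exon, intron or intergenic. Consensus sequences of 16 motifs were searched in regions held by 1 library against regions shared by all 3, matched on deciles of GC content and width. Shared barcodes were tested with a one-sided exact hypergeometric test and Benjamini-Hochberg adjustment over 3 pairs. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.

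The steps were tested on simulated data. All 2000 planted promoter peaks were found. Of 400 simulated lists of 20 genes without a shift, 6.25% lay outside the middle 95%, and 100 of 100 lists shifted by 5 percentage points lay above it. These self-tests were written after the first calculation of the peak and gene tables. The range first planned for the motif shares failed its self-test, with 5 of 20 motifs without effect outside it. It was replaced by a 95% interval, whose handling of groups with few shared regions was corrected once after motif values had been seen. That interval remains too narrow, with 18 of 200 motifs without effect outside it (14 of 200 where each group held 20 or more shared regions). It detected 124 of 200 motifs with 5 points added (200 of 200 with such groups). The lowest width decile holds only 48 shared regions.

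The genes named are taken from those that the paper names as a marker or motif factor, members of the fixed lists as examples, the 10 genes per library with the largest covered length among those with a promoter peak in that library only, the 10 largest rises and the 10 largest falls in covered share from E13.5 to P0 among windows of 4 kb to 200 kb, and the genes at the 10 broadest peaks of each library. The alternatives tried were peaks of 500 bp or more, merging of peaks within 500 bp, 50% reciprocal overlap, other promoter windows and minimum overlaps, the gene body or the 2 kb upstream alone, peaks per 10 kb, division by the library mean on a log2 scale with a pseudocount of 1 percentage point, annotation by any overlap, the whole region or distal regions for motifs, and a 10 kb limit for broad peaks. Clusters, gene activity, differentially accessible regions per cell type and shares of cell types were not analysed here, because they need values per cell.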

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

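The tests of fragment numbers, the housekeeping list, a general widening, the stress lists, the lists of minor cell types, the number of P0 peaks and peaks of 500 bp or more in gene windows were chosen only after results had been seen; those of fused peaks and AP-1 sites had their predictions written before.

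The P0 peaks were wider than the embryonic ones and covered 1.37 times the length of the E16.5 list. The paper's median fragments per cell times the cells, a rough estimate of the fragments, has a ratio of P0 to E16.5 of 0.909. This argues against a larger number of fragments as the whole cause only as far as the estimate holds. It does not count the fragments that lie in peaks. Against E13.5, where the ratio is 1.19, a larger number of fragments stays open. A larger share of keratinocytes was to be spoken against by a housekeeping list above the middle 95% for P0 minus E13.5, where it lay at percentile 99.71, but it lay at 63.88 for P0 minus E16.5 and at 69.84 for P0 minus E13.5 after division by the library mean, so the rule was changed after those values were seen to need both differences and the explanation stays open. The paper's own counts give keratinocytes a larger share of cells at P0 than at either embryonic stage. Fusing of neighbouring peaks stays open too, since the median P0 peak of 5 kb or more lay over 71.3% of its length in E16.5 peaks (quartiles 56.9% and 83.8%), between the bounds set for and against it. Stage, the P0 dissection of the sample records and a higher share of fragments in peaks, which Table 1 of the paper gives for P0, remain untested.

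Stress and inflammation genes gained covered share at P0: without the 3 members that the rule for large rises names, the heat shock list (median 34.6% at E16.5, 71.7% at P0) and the NF-kB target list (31.0% and 46.4%) both lay at percentile 100 for P0 minus E16.5, as at *Hspd1*, from 29.0% to 92.2%, and *Icam1*, from 42.4% to 99.5%. The median differences of 26.6 and 18.6 percentage points lay above the bounds of 13.3 and 11.6 for the matched random lists. Each was at least 1.60 times its bound. These 2 lists thus gained more than genes of similar window length and mean covered share. That restates their percentiles, so it cannot weigh a general widening at open genes as a cause. Handling of the P0 tissue and stage cannot be told apart, because the dissection in the sample records differs with stage. Of 3 stress lists 2 lay above the middle 95%, and the immediate early list lay at 0.02. Its median difference was 1.69 percentage points, against a median of 9.44 in its matched random lists. Its median covered share was already 90.8% at E16.5, and whether that limited its rise was not tested. More AP-1 sites in regions opened at P0 is a candidate explanation that its test did not exclude: 20.6% of P0-only regions held the AP-1 consensus, and the highest matched sample of shared regions 10.6%. That test covers all P0-only regions and not those at the stress genes, and its range of matched samples is the one that was too narrow on simulated data.

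Macrophage and mast cell genes lost covered share from E16.5 to P0. A loss of narrow peaks is argued against by the macrophage list at percentile 0 with peaks of 500 bp or more. A P0 peak list less sensitive to rare cells stays open. The number of peaks, 1.05 times that of E16.5, includes the regions gained at P0, and the rough estimate of fragments is lower (0.909 times). The paper's cell counts leave a smaller share at P0 than at E16.5 to types other than fibroblasts and keratinocytes. Its populations at P0 include no macrophages. Whether the smaller share spans all minor cell types or mainly these 2 cannot be told from the lists. Of 7 lists of other minor types 4 lay below the middle 95%, for lymphocyte, endothelial, muscle and pericyte genes. These 4 calls each end under at least 1 alternative measure, whereas Schwann cell, adipocyte and melanocyte genes did not stand apart (57.8, 52.4 and 16.9). The hair follicle isolation described for P0 and the stage itself are further open explanations and were not tested.

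The results that follow lie in genes and regions that the paper does not discuss and were singled out by the fixed rules for named genes or as the broadest peak. Among genes with a promoter peak in 1 library only, those with the most covered length were *Frmd4a* at E13.5, with 13.0% of its window in peaks, *Ubash3b* at E16.5, with 20.4%, and *Snd1* at P0, with 22.2%. In *Frmd4a* and *Ubash3b* the covered share was still higher at P0, 22.4% and 22.8%, so the difference lies at the promoter. The largest rise from E13.5 to P0 was at *Krtdap*, a keratinocyte differentiation gene, from no peak to 90.1%, and other large rises were at *Krt17*, from 15.0% to 100%, and *Hsph1*, from 16.3% to 100%. The largest fall was at *Tcf21*, a mesenchymal transcription factor, from 91.8% to 46.5%, and the myogenic factor *Myf5* went from 35.9% to no peak. The broadest peak of the P0 list spans 78329 bp on chromosome 15, from 102945016 to 103023345, and holds *Hoxc11*, *Hoxc10*, *Hoxc5*, *Hoxc9*, *Hoxc8* and *Hoxc6* whole. The next P0 peaks lie in the Hox A and Hox B clusters, at 69580 bp and 62324 bp.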

How the results depend on the processing

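For gene windows, peaks of 500 bp or more was an alternative chosen only after results had been seen, as were the motif intervals and the motif groups of 20 or more shared regions. No paired analysis was possible because each stage is 1 library, and for the same reason no replicate was left out. The cause was not tested for any change below.

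With peaks of 500 bp or more the lists held 78227, 91923 and 109320 peaks at E13.5, E16.5 and P0. Union regions then numbered 8939 for E13.5 only, 6927 for E16.5 only, 5937 for E13.5 and E16.5, 17334 for E16.5 and P0 and 56446 for all 3, against 18032, 16377, 13988, 26979 and 94277. A 50% reciprocal overlap left 42341, 46234 and 73960 regions to 1 library, against 18032, 16377 and 43690. Peaks on X fell to 1204, 1333 and 1774 with peaks of 500 bp or more, and those on Y at E16.5 to 10. Peaks of 10 kb or more numbered 111, 103 and 546. By any overlap, peaks at E13.5, E16.5 and P0 classed as promoter numbered 18013, 19068 and 18758, as 5' UTR 633, 719 and 847, as 3' UTR 3430, 3954 and 4311, and as coding exon 5903, 6827 and 7968. Counts of genes with a promoter peak stayed within 1.5 times under all 4 alternatives.

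Of the 26 lists, 6 lay above and 6 below the middle 95% for E16.5 minus E13.5, 5 and 9 for P0 minus E16.5, and 5 and 3 for P0 minus E13.5. For E16.5 minus E13.5, peaks per 10 kb gave 3 above and 0 below, peaks of 500 bp or more 3 above, the gene body alone 3 below and the 2 kb upstream alone 2 below. For P0 minus E16.5, peaks per 10 kb gave 2 above, and the gene body alone and the 2 kb upstream alone 5 below each. For P0 minus E13.5, peaks per 10 kb gave 2 above and the gene body alone 5 below. Of the percentiles outside the middle 95%, those that crossed to the other side of 50 in the 2 kb upstream alone were 89.79 for fibroblasts (P0 minus E16.5) and 49.795 for cornified epidermis (E16.5 minus E13.5), the latter also 47.935 with peaks of 500 bp or more. In peaks per 10 kb they were 5.575 for basal keratinocytes, 47.7 for hair follicle signalling, 50.125 for muscle and 45.275 for keratinocyte subtypes (P0 minus E16.5), 40.445 for housekeeping and 37.1 for keratinocyte subtypes (P0 minus E13.5), and 39.775 for the stage markers (E16.5 minus E13.5). A fused peak counts once in peaks per 10 kb. Of the 34 calls over the 3 differences, 10 were kept in peaks per 10 kb, 19 in the 2 kb upstream alone, 23 on the gene body alone, and 29 each after division by the library mean and with peaks of 500 bp or more. Searching whole regions gave 2 motifs above and 5 below at E16.5, against 4 and 3. No motif outside its interval crossed to the other side of 1 under an alternative, whereas LEF1 at E16.5, inside its interval at 1.07, lay below at 0.891 in whole regions.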

Differences from the paper's values

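The numbers of barcodes equal the cells that the paper gives for each stage. The paper places 11:100199847-100210887 in the distal intergenic region of *Krt14*. In GENCODE M21 this interval holds all 4387 bp of the *Krt14* gene and its 2 kb upstream. The other intervals that the paper names near *Krt14*, *Col1a1* and *Twist2* as distal intergenic overlap no protein-coding gene. Of these, 1:91848615-91866615 begins only 588 bp past the end of *Twist2*. The paper places 11:100127801-100129561 in the UTR of *Krt15*. The interval lies 2197 bp past the annotated gene body and overlaps no protein-coding gene. The paper names *Tyr* as a marker of an E16.5 cluster, and no peak of any of the 3 lists overlaps its window. Of the paper's 29 stage markers, 22 had a promoter peak in all 3 libraries and 2, *Tyr* and *Lims2*, in none. The paper's gene activity sums fragments and not peaks, which these lists do not hold.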

Other observations

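The intervals of the motif ratios below were set only after the planned range had failed on simulated data, and they are too narrow, so ratios near 1 are not called here.

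Genes of hair follicle signalling rose from E16.5 to P0, with 34 of 36 higher (percentile 99.2), among them *Ctnnb1*, which encodes beta-catenin, from 21.1% to 66.2%, and the hedgehog receptor gene *Ptch1*, from 44.1% to 69.2%. This call ended in peaks per 10 kb (47.7), after division by the library mean (75.1) and narrowly on the gene body alone (97.1). From E13.5 to E16.5 the list did not stand apart (20.4). Adipocyte genes rose from E13.5 to E16.5 with 11 of 14 higher (percentile 99.2), such as *Fabp4*, a fatty acid binding protein gene, from 1.96% to 8.55%, a call lost with peaks of 500 bp or more (62.1), on the gene body alone (91.4) and after division by the library mean (94.3). They did not stand apart from E16.5 to P0 (52.4). Neuron genes fell relative to matched genes from E13.5 to E16.5 with 13 of 20 lower (percentile 0.01), such as *Isl1*, from 58.6% to 38.6%, a call lost in the 2 kb upstream alone (4.07) and in peaks per 10 kb (42.8). The erythroid list did not stand apart in any pair of stages (44.4, 32.7 and 28.2), and the globin genes *Hba-a1* and *Hbb-bs* had no peak. The 6 motif factors that the paper names had promoter peaks at every stage and did not stand apart (11.6, 96.2 and 74.4).

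Genes of 3 Hox clusters, which encode positional factors, had lower covered shares at E16.5 than at E13.5. In this difference 8 of 11 Hox A, 8 of 10 Hox B and 8 of 9 Hox D genes were lower (percentiles 0.295, 0.07 and 0.04), and Hox C did not stand apart (22.0). These 3 calls ended in peaks per 10 kb (49.5, 47.9 and 48.9), and those of Hox A and Hox D also on the gene body alone (5.07 and 2.91), and that of Hox A in the 2 kb upstream alone (43.2). Neighbouring Hox genes share peaks, such as the E13.5 peak of 20516 bp that overlaps *Hoxb7*, *Hoxb6* and *Hoxb5*. The genes of a cluster are therefore not independent members. The random lists were drawn without regard to position, so the counts and percentiles of the Hox lists look more extreme than they are. From E16.5 to P0 the lists lay at 77.3, 85.5, 68.3 and 67.2 for Hox A, B, C and D. Each had a median covered share of 100% at P0, which leaves no room to rise further.

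The paper reports motifs in stage differential peaks of fibroblasts and keratinocytes, and the values that follow are for regions held by 1 whole library, which is another set. P0-only regions held the AP-1 consensus 2.04 times as often as matched shared regions (interval 1.79 to 2.23) and the Lhx2 homeobox consensus 1.80 times (1.57 to 2.01). E13.5-only regions held the LEF1 consensus in 23.5%, against 14.1% of matched regions (ratio 1.67, interval 1.42 to 1.87). E16.5-only regions held the GATA consensus in 27.9%, against 17.3% (ratio 1.61, interval 1.38 to 1.86). The GATA ratio was also 1.31 at E13.5 (interval 1.15 to 1.45) and 1.13 at P0, the LEF1 ratio 1.19 at P0 and the AP-1 ratio 1.26 at E16.5. On the other side of 1 lay AP-1 at E13.5 (0.733) and the Lhx2 homeobox at E13.5 (0.700) and E16.5 (0.790). The Twist E-box had a ratio of 1.24 at E13.5 (interval 1.17 to 1.30) and 0.909 at P0 (0.875 to 0.944). The SOX9 and NFAT consensus lay inside the interval at every stage. With groups of 20 or more shared regions, where the interval is closer to its stated coverage, the intervals left out 1 for SOX9 at E13.5 and P0 (ratios 1.24 and 1.10) and for NFAT at E13.5 (1.07), which are not called. The CTCF consensus had the lowest ratio of the 16 motifs at each stage, 0.0858, 0.103 and 0.0398 at E13.5, E16.5 and P0.

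By midpoint, promoters held 6.64%, 6.13% and 5.27% of peaks at E13.5, E16.5 and P0 and 2.41% of the genome, and introns 43.9%, 44.8% and 46.5% of peaks and 34.4% of the genome. Regions held by all 3 libraries made up 71.2% of the covered length of the union, and P0-only regions numbered 43690. The X chromosome held 2395, 2801 and 3209 peaks and the Y chromosome 15, 18 and 16, in pools of animals whose sex was not used here.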
